A study of Mus musculus with 9 samples. Its data were reported in "HuD Binds to and Regulates Circular RNAs Derived From Neuronal Development- and Synaptic Plasticity-Associated Genes" (2020).

How the data were processed

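RNA recovered by immunoprecipitation from the mouse striatum was measured on 9 one-colour circRNA arrays, 3 each for HuD RIP, WT RIP and IgG RIP. Groups and replicate numbers follow the sample labels. The IgG samples carry the same antibody label as the HuD RIP samples, whereas the methods of the study describe a nonimmune IgG, and the name IgG RIP is used here for the group as titled. Each sample is treated as a separate immunoprecipitation. The paper describes tissue pooled from several mice and separate assays, and does not make clear whether each replicate had its own pool. The spread between replicates may therefore be that between pools, or only that between assays of the same pool. The authors' service provider digested linear RNA with RNase R, amplified and labelled the remaining RNA with Cy3, hybridized it and scanned the arrays.

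Per the file headers, the intensity values were extracted with Feature Extraction 11.0.1.1, and the processed signal is background-subtracted and spatially detrended intensity, not normalized between arrays. The deposited scanner files also hold the uncorrected median intensity and local background of each spot. Each array has 15712 spots, of which 15176 are non-control spots of 14330 probes, and 94 probes have 10 spots each. Of the 14330 probes, 50 detect linear genes, and 44 of these matched a transcript in the reference gene table (GRCm38.p6). The authors' deposited tables give, for probes they called higher in HuD RIP, log2 values normalized between arrays by a method that is not stated, a p-value, a false discovery rate and a fold change. In the authors' deposited tables, the p-value equals an equal-variance test of the normalized log2 values, the fold change equals the antilog of the difference between the group means of those log2 values, and the raw intensity equals the uncorrected median signal. A further 8 value columns in those tables were not used. Names, classes and positions of circRNAs come from the authors' deposited tables alone, so a circRNA probe outside them has only its identifier here. Of the 737 probes named there, 688 had a transcript matched to the reference table, and 685 of these lay inside the gene on GRCm38.p6. Positions are printed as the authors' deposited tables give them, and whether their start counts from 0 or from 1 is not stated.

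Spots marked as outliers were left out (269 spot values), and spots of 1 probe were averaged. No value was saturated, with 0 saturated probe values. The log2 processed signal of each array was reduced by the array's 75th percentile over non-control probes. Probes well above background on at least 3 of the 9 arrays were tested (6871 probes, 3 of them with a missing value on some array). The median share of probes well above background was 31.7% over the arrays, and the percentile over all probes was kept as designed before the data were examined, with the percentile over probes detected on all arrays as an alternative. In R 4.3.3, limma 3.58.1 (lmFit and eBayes) was fitted to all 9 arrays with 1 mean per group, giving 6 residual and 6.42 prior degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method over the tested probes. Calls are at an adjusted p under 0.05. Counts over 1.5-fold at an unadjusted p under 0.05 follow the thresholds of the study. A probe counted as well above background on an array when at least a share of 0.5 of its spots carried that mark.

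A probe not well above background on any array of a group has only a bound there. The bound sets the mean of the brighter group against the mean, per array of the dimmer group, of the higher of the probe's own signal and the lowest signal among probes well above background, in normalized log2 values. It is printed as at least that fold, and bounds have no order. The p-value beside a bound comes from the fitted values. Where the dimmer group lies near the floor, its spread comes largely from the scaling, so that p-value does not measure replicate variation of the RNA. Array brightness was compared with exact two-sided permutation tests, for which 0.1 is the smallest p that 3 arrays against 3 can give.

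Probes named in the text were set by a rule fixed before the data were examined. They are the tested probes of the listed host genes, the 5 with the largest increase over both controls and the 3 with the largest decrease against both, and for each comparison the 3 largest changes in each direction, among called probes whose arrays do not overlap. Among the listed host genes, 1 is counted and is not named here. Places left open were filled from probes over 1.5-fold changed at an unadjusted p under 0.05. Tests of circRNA class and of T content were planned for at least 80% annotated probes and were void, since 10.7% of tested probes had an annotation.

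Slide 1 held 8 arrays, and IgG RIP replicate 3 lay alone on slide 2, so a slide block equals leaving that array out. Row 1 of slide 1 held the 3 WT RIP arrays and HuD RIP replicate 1, so with the row as a block HuD RIP replicate 1 alone was compared with WT RIP, and was assumed to vary like the other arrays, while HuD RIP replicates 2 and 3 were compared with IgG RIP. Alternatives fixed before the data were examined were other scalings, normexp background correction (offset 50, on the median signal), other filters, only the groups compared, an intensity trend, the methods' t-test, a replicate block, the slide as a block and leaving out each array. Added after the data were seen were the percentile over detected probes, quantile normalization of uncorrected signals with limma and with the methods' t-test, the array's 75th percentile as a covariate, the row on the slide as a block, and circRNA probes only.

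The fit was tested on simulated arrays with the measured means and spread of 6868 probes, of which 200 were changed. On equally bright simulated arrays, 80% of the probes changed by a log2 size of 3 were recovered for HuD RIP against WT RIP and 81% for HuD RIP against IgG RIP, and 1% and 6% of those changed by a log2 size of 1. False calls made up 3.57% and 7.45% of calls, and 0 probes were called for the unchanged WT RIP against IgG RIP by limma. The noise was drawn independently for each probe, so these shares need not hold for the real arrays, whose residuals are shared across probes. The expected overlap of the 2 comparisons was simulated in 100 draws of unchanged groups that keep the residuals of the real arrays. In these draws up to 2121 probes were higher against WT RIP at an unadjusted p under 0.05 by limma.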

Results

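HuD (ELAVL4) is a neuronal RNA-binding protein, and HuD-overexpressing (HuD-OE) mice carry a transgene for a myc-tagged form of it. Circular RNAs (circRNAs) are RNAs whose ends are joined by back-splicing of a host gene's transcript. RNA immunoprecipitation (RIP) pulls down a protein with an antibody and recovers the RNA that comes with it. In the 9 samples analysed here, RNA recovered by RIP from the mouse striatum was treated with RNase R, labelled with Cy3 and hybridized to circRNA arrays with 1 sample per array. The samples formed 3 groups of 3. HuD RIP was made from HuD-OE tissue with the anti-myc antibody, WT RIP from wild-type tissue with the same antibody, and IgG RIP was the control precipitation from HuD-OE tissue. Each array held 14330 non-control probes, of which 14236 were circRNA probes. Of all non-control probes, 6871 were well above background on at least 3 of the 9 arrays and were tested, 2594 were well above background on all 9 arrays, and 3358 on no array. The number of arrays limits the precision of every value.

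The arrays differed in brightness before any scaling. The 75th percentile of the background-corrected log2 signal was 5.46, 3.49 and 4.21 on the HuD RIP arrays, 3.51, 2.35 and 2.82 on the WT RIP arrays, and 2.42, 2.04 and 2.05 on the IgG RIP arrays. The group means were 4.39 ± 0.998 (SD, n = 3), 2.89 ± 0.581 (SD, n = 3) and 2.17 ± 0.218 (SD, n = 3), respectively. HuD RIP was 1.49 higher than WT RIP in log2 (two-sided exact permutation test, p = 0.2) and 2.22 higher than IgG RIP (p = 0.1 in the same exact test), while WT RIP was 0.72 higher than IgG RIP (exact p = 0.2). With 3 arrays against 3, the smallest p that this test can give is 0.1. The share of probes well above background was 57.7% ± 15.2 (SD, n = 3) in HuD RIP, 33.9% ± 9.79 (SD, n = 3) in WT RIP and 23.3% ± 2.63 (SD, n = 3) in IgG RIP. The same exact test gave p values of 0.2 for HuD RIP against WT RIP, 0.1 for HuD RIP against IgG RIP and 0.2 for WT RIP against IgG RIP. Group means stood in this order while single arrays of neighbouring groups overlapped, with HuD RIP replicate 2 (3.49) below WT RIP replicate 1 (3.51) and WT RIP replicate 2 (2.35) below IgG RIP replicate 1 (2.42), and scaling between arrays therefore bears on every comparison. The alternative that moved the brightness differences most was the uncorrected signal, with 0.58 for HuD RIP against WT RIP, 0.80 for HuD RIP against IgG RIP and 0.22 for WT RIP against IgG RIP. After scaling, arrays of the same group correlated across probes at 0.63 to 0.87 in HuD RIP, 0.81 to 0.90 in WT RIP and 0.94 to 0.95 in IgG RIP, where probes are not independent replicates.

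**Figure D1:**
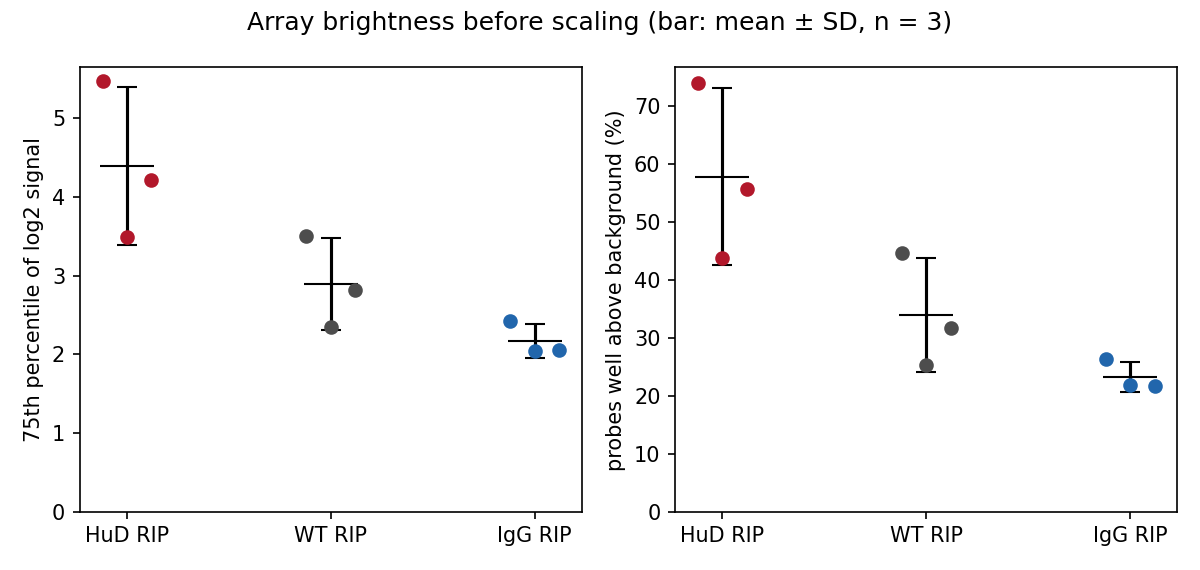
Brightness of each array before scaling, as the 75th percentile of log2 signal (left) and as the percentage of probes well above background (right), with replicates 1 to 3 from left to right in each group and the mean ± SD of 3 arrays. HuD RIP replicate 2 (3.49) and WT RIP replicate 1 (3.51) lie at nearly the same 75th percentile.

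To ask which circRNAs were recovered with HuD rather than by the antibody alone, HuD RIP was compared with WT RIP. At an adjusted p under 0.05, 850 probes were higher and 754 lower in HuD RIP, and the median log2 fold change of all tested probes was -0.36. All 3 HuD RIP arrays lay beyond all 3 WT RIP arrays for 780 of the higher and 732 of the lower probes. Chance gives 10% for probes not selected by a test, and the called probes were selected on these same arrays, so the share is no test of them. At the thresholds of the study's array calls, 1239 probes were over 1.5-fold higher and 1997 over 1.5-fold lower at an unadjusted p under 0.05. The methods' t-test moved the adjusted count furthest, calling 0 probes higher after Benjamini-Hochberg adjustment and 785 over 1.5-fold higher without it. Both counts moved with single arrays. The lower count was 17 to 116 without any 1 of 7 of the 9 arrays, lowest without HuD RIP replicate 3, and it was 2141 without HuD RIP replicate 2 and 1381 without WT RIP replicate 1. The higher count was 359 to 505 without HuD RIP replicate 1 or 3 or WT RIP replicate 2 or 3. The lower count also moved with the scaling. Quantile normalization gave 638 higher and 167 lower probes, cyclic loess 716 and 121, median centring 864 and 1411, no scaling 1272 and 0, and the percentile over probes well above background on all 9 arrays 1033 and 34. Normexp background correction, with the scaling kept, gave 161 higher and 3 lower probes.

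In the comparison of HuD RIP with IgG RIP, which addresses nonspecific recovery from the same tissue, 974 probes were higher and 1477 lower at an adjusted p under 0.05, with a median log2 fold change of -0.29. The groups did not overlap for 961 of the higher and 1463 of the lower probes, where the chance share of 10% again holds only for unselected probes. Over 1.5-fold changes at an unadjusted p under 0.05 numbered 1302 higher and 2079 lower. Over the alternatives the higher count ran from 0, by the methods' t-test on quantile-normalized uncorrected signals (557 over 1.5-fold higher without adjustment), to 4860 without scaling, where 8 were lower. Quantile normalization gave 1017 and 961, cyclic loess 886 and 491, normexp background correction 255 and 21, and the percentile over probes well above background on all 9 arrays 1509 and 363. Without any 1 of the IgG RIP arrays or HuD RIP replicate 1 or 3, 399 to 598 probes were higher and 159 to 521 lower. Leaving out IgG RIP replicate 3, the array on its own slide, gave 449 and 159. Because the arrays of the dimmer groups were scaled up, a lower call is relative to the rest of its array. Before scaling, 97.0% of the probes called lower than in IgG RIP and 58.5% of those called lower than in WT RIP had a higher mean signal in HuD RIP, against 99.3% and 94.0% of all tested probes.

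**Figure D2:**
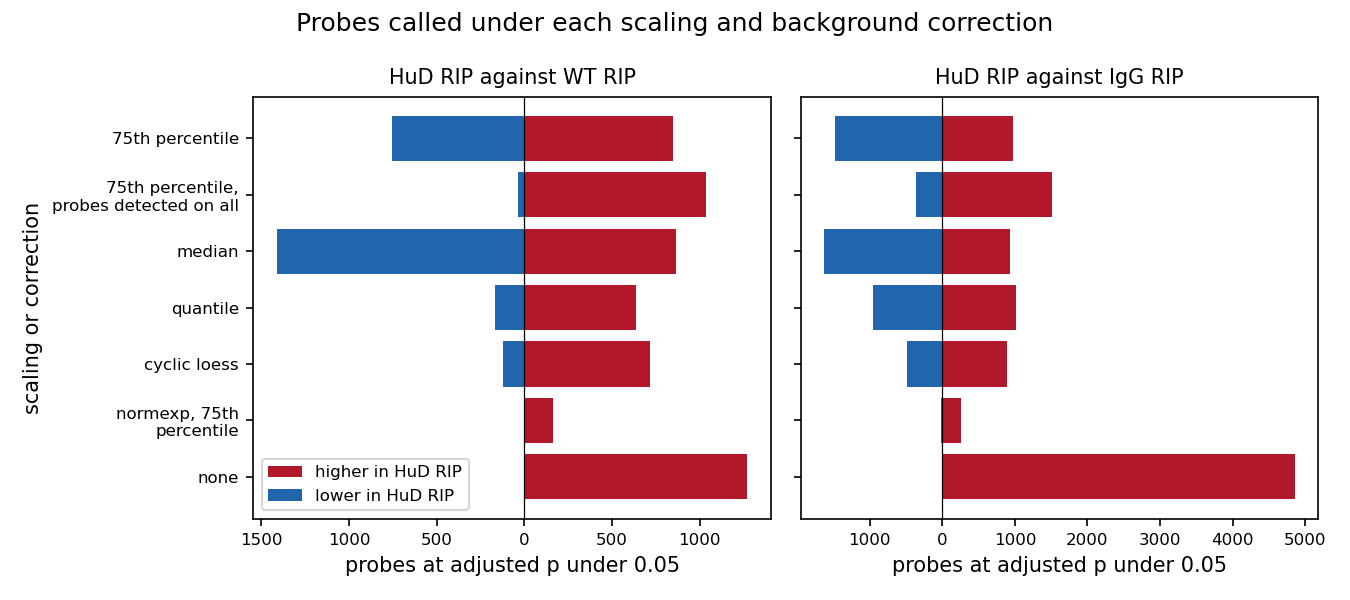
Numbers of probes called higher (right, red) and lower (left, blue) in HuD RIP at an adjusted p under 0.05, against WT RIP (left panel) and IgG RIP (right panel), for each way of scaling or correcting the arrays. Against WT RIP the higher calls lie between 161 and 1272, and the lower calls between 0 and 1411.

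Probes higher in HuD RIP than in both controls at an adjusted p under 0.05 numbered 679, or 9.88% of those tested, and 628 were lower than in both. For 634 of the 679, each HuD RIP array lay above all 6 control arrays, where chance gives 1.19% for probes not selected by a test. The 2 comparisons share the HuD RIP arrays, so some overlap arises with no group changed. In 100 simulations of unchanged groups with the residuals of these arrays, the overlap at an adjusted p under 0.05 had a mean of 0.98 probes and a maximum of 98. At an unadjusted p under 0.05, 1001 probes were higher than both controls, against a simulated mean of 68.2 and a maximum of 1699. The methods' t-test, after adjustment and on either set of signals it was run on, left 0 probes higher than both, where limma called 679. Without adjustment the methods' t-test gave 644 probes over 1.5-fold higher than both on the same values and 378 on quantile-normalized uncorrected signals. The count was 268 without HuD RIP replicate 3, and 444 or fewer without any 1 of 7 arrays, which leaves HuD RIP replicate 2 (973) and WT RIP replicate 1 (911). With the 75th percentile of each array as a covariate, chosen after the data were seen, 112 probes were higher than both controls, of which 49 were among the 679.

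**Figure D3:**
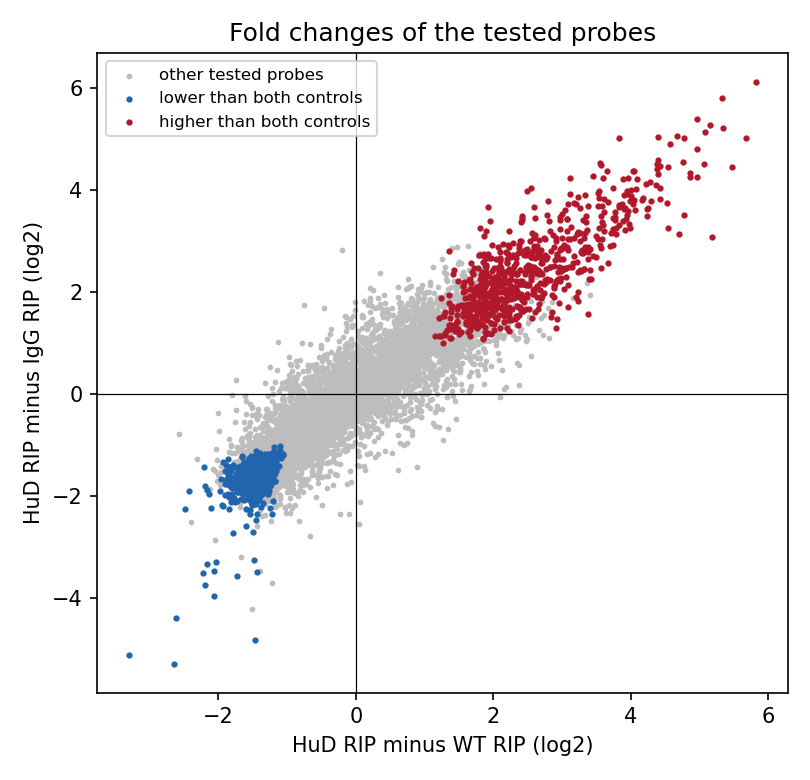
Log2 fold change of each tested probe in HuD RIP against WT RIP (horizontal axis) and against IgG RIP (vertical axis), with the 679 probes higher than both controls in red and the 628 lower than both in blue. Fold changes of probes below background in a control are on the fitted scale and are no measured sizes.

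Many of these increases have only a lower bound, because the control arrays did not measure the probe. Of the 679 probes, 135 were well above background on at least 1 array of each group and 42 on all 9 arrays, while 542 were well above background on no IgG RIP array, 239 on no WT RIP array and 237 on no control array. For the 135, the median log2 fold change was 2.52 against WT RIP and 2.25 against IgG RIP. Against WT RIP, 529 of the 850 higher probes were measured on both sides and 321 had a control not well above background, of which 286 had a bound over 1-fold. Against IgG RIP, 182 of the 974 were measured on both sides and 792 had a control not well above background, of which 584 had a bound over 1-fold. The lower calls were mostly measured on both sides, with 750 of 754 against WT RIP and 1419 of 1477 against IgG RIP.

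The probes with the largest increase over both controls, ranked by the smaller of the 2 fitted log2 fold changes, belonged to Gnb1, Actb, Tspan7 and Nucks1. The ranks of probes with a bound are those of fitted values and have no order among themselves. The exonic Gnb1 circRNA mmu_circRNA_38005 (probe ASCRP4004245, chromosome 4, 155527412 to 155535464, plus strand) had a scaled log2 signal of 6.99 ± 0.452 (SD, n = 3) in HuD RIP, 1.17 ± 1.13 (SD, n = 3) in WT RIP and 0.87 ± 0.251 (SD, n = 3) in IgG RIP. Its log2 fold change was 5.82 against WT RIP (SE 0.53, adjusted p = 8.88e-05) and 6.12 against IgG RIP (SE 0.53, adjusted p = 5.83e-05). Another exonic Gnb1 circRNA, mmu_circRNA_38004 (probe ASCRP4010644, chromosome 4, 155515630 to 155543193, plus strand), was higher by 5.34 (adjusted p = 8.04e-05) and 5.22 (adjusted p = 5.83e-05), with 2 of 3 arrays of each control measuring it. The sense-overlapping Tspan7 circRNA mmu_circRNA_45337 (probe ASCRP4008740, chromosome X, 10596275 to 10596461) was higher by 5.15 (adjusted p = 0.000181) and 5.28 (adjusted p = 0.000152), measured on 2 of 3 WT RIP arrays and 1 of 3 IgG RIP arrays. The exonic Nucks1 circRNA mmu_circRNA_20865 (probe ASCRP4006479, chromosome 1, 131919004 to 131924641) was at least 15.2-fold higher than in WT RIP (adjusted p = 2.42e-05) and at least 8.91-fold higher than in IgG RIP (adjusted p = 4.2e-05), with neither control well above background. The Actb probe A_51_P173760 detects a linear transcript and was 5.33 higher in log2 than in WT RIP (adjusted p = 8.88e-05), where 1 of 3 arrays measured it, and at least 14.0-fold higher than in IgG RIP (adjusted p = 4.89e-05). For each of these 5 probes all 3 HuD RIP arrays lay above all 6 control arrays, and the adjusted p passed 0.05 under 23 to 26 of 25 to 28 alternatives.

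The single comparisons added Map4, Arpp21 and Actr2 to these. The exonic Map4 circRNA mmu_circRNA_45112 (probe ASCRP4013809, chromosome 9, 109978849 to 110036855) was at least 12.9-fold higher in HuD RIP than in WT RIP (adjusted p = 2.42e-05). Its background-corrected signal was 1.19, 1.02 and 1.02 on the WT RIP arrays, near the floor. The spread of the scaled WT RIP values (SD 0.46) therefore comes largely from the scaling, and this p does not measure variation of the RNA there. The exonic Arpp21 circRNA (probe ASCRP4008264, chromosome 9, 112183494 to 112187766) was higher than in WT RIP by 5.47 in log2 (SE 0.75, adjusted p = 0.000743), where 1 of 3 WT RIP arrays measured it and the SD of the WT RIP arrays was 1.98. The sense-overlapping Actr2 circRNA mmu_circRNA_19003 (probe ASCRP4010223, chromosome 11, 20077184 to 20091370) was at least 13.4-fold higher than in IgG RIP (adjusted p = 0.00021). The largest decreases against both controls were at 3 probes without a gene name here. ASCRP4000633 had a log2 fold change of -3.31 against WT RIP (adjusted p = 0.000795) and -5.12 against IgG RIP (adjusted p = 6.78e-05), and ASCRP4003361 had -2.62 (adjusted p = 0.00536) and -4.38 (adjusted p = 0.000279), and each of them was well above background on 1 of 3 HuD RIP arrays. ASCRP4010978 was not well above background on any HuD RIP array and was at least 2.22-fold higher in WT RIP (adjusted p = 0.0152), with 1 of 3 arrays measuring it, and at least 13.7-fold higher in IgG RIP (adjusted p = 0.000291). The largest decreases against IgG RIP alone also included ASCRP4007709, at least 8.24-fold higher in IgG RIP (adjusted p = 4.89e-05).

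The 2 controls were compared with each other, since a probe can stand above only 1 of them. Limma called 0 probes higher and 1 probe lower in WT RIP than in IgG RIP at an adjusted p under 0.05, with 201 over 1.5-fold higher and 192 over 1.5-fold lower at an unadjusted p under 0.05, and the methods' t-test called 0 after adjustment in either direction, with 510 at an unadjusted p under 0.05. The lower probe was ASCRP4007709, at least 3.22-fold higher in IgG RIP (adjusted p = 0.009). Of the probes below, all fail the adjustment: the intronic Npas3 circRNA (probe ASCRP4001149) was at least 3.00-fold higher in WT RIP (adjusted p = 0.402), the exonic Ets1 circRNA (probe ASCRP4010606, chromosome 9, 32732948 to 32738359) was 2.51 higher in log2 (adjusted p = 0.402), and ASCRP4002090 was at least 1.16-fold higher (adjusted p = 0.339). ASCRP4005766 was at least 3.14-fold higher in IgG RIP, measured on 2 of 3 arrays, and ASCRP4010978 had a log2 fold change of -2.63, each with an adjusted p of 0.402.

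For circRNAs of 16 host genes fixed before the data were examined, 21 tested probes of 13 genes carried a name, and the other 3 genes were not analysed here. Names exist only for probes that the authors' deposited tables list as higher in HuD RIP, and the study chose most of these genes on the same arrays, so the list is not independent evidence. Against WT RIP, 10 of the 21 probes were higher at an adjusted p under 0.05 over all tested probes and 11 when adjusted over the list alone, and 18 had a log2 fold change above 0. Against IgG RIP, 16 were higher both over all tested probes and when adjusted over the list alone, and 21 lay above 0. With the covariate for array brightness, limma called 1 probe against WT RIP and 0 against IgG RIP over all tested probes, and 2 and 0 when adjusted over the list alone. The methods' t-test called 0 and 4 over all tested probes, and 4 and 19 when adjusted over the list alone. Higher than both controls were 9 probes of 6 genes, among them 2 each of Cdk17, Foxp1 and Homer1.

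The exonic Homer1 circRNA mmu_circRNA_010239 (probe ASCRP4005043, chromosome 13, 93341755 to 93356079, plus strand) had a scaled log2 signal of 3.32 ± 0.455 (SD, n = 3) in HuD RIP, 1.42 ± 1.07 (SD, n = 3) in WT RIP and 1.85 ± 0.105 (SD, n = 3) in IgG RIP, a log2 fold change of 1.90 (SE 0.51, adjusted p = 0.0289) and 1.47 (SE 0.51, adjusted p = 0.042), respectively. A further Homer1 circRNA annotated as intronic (probe ASCRP4014032, 93341755 to 93357647) was higher by 2.16 (adjusted p = 0.0249) and 1.57 (adjusted p = 0.0456), with all 3 HuD RIP arrays above the 6 control arrays. For ASCRP4005043 and ASCRP4014032 alike, the call held under 18 of 27 alternatives against WT RIP and 16 of 28 against IgG RIP. The remaining Homer1 probes were higher than only 1 control, ASCRP4003608 than WT RIP (2.33 in log2, adjusted p = 0.0275, with 1 of 3 WT RIP arrays measuring it) and ASCRP4008138 than IgG RIP (at least 1.38-fold, adjusted p = 0.0367). The sense-overlapping Cdk17 circRNA mmu_circRNA_18991 (probe ASCRP4003405, chromosome 10, 93235435 to 93236964) was higher by 4.0 in log2 than in WT RIP (SE 0.56, adjusted p = 0.000838), where 1 of 3 WT RIP arrays measured it, and at least 7.50-fold higher than in IgG RIP (adjusted p = 0.000874). Probes of Map1a (-0.15), Npas3 (-0.20) and 1 of the 3 Foxp1 probes (ASCRP4009892, -0.12) were level with WT RIP within their standard errors. Each lay above 0 without scaling, but so did 94.0% of all tested probes, so this is no sign of enrichment. Log2 fold changes over the list ranged from -0.20 to 4.0 against WT RIP, with a median of 1.28, and from 0.57 to 4.01 against IgG RIP, with a median of 1.47. Of the 21 probes, 3 had a WT RIP group and 12 an IgG RIP group not well above background, and for these the fitted value is no measured size.

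**Figure D4:**
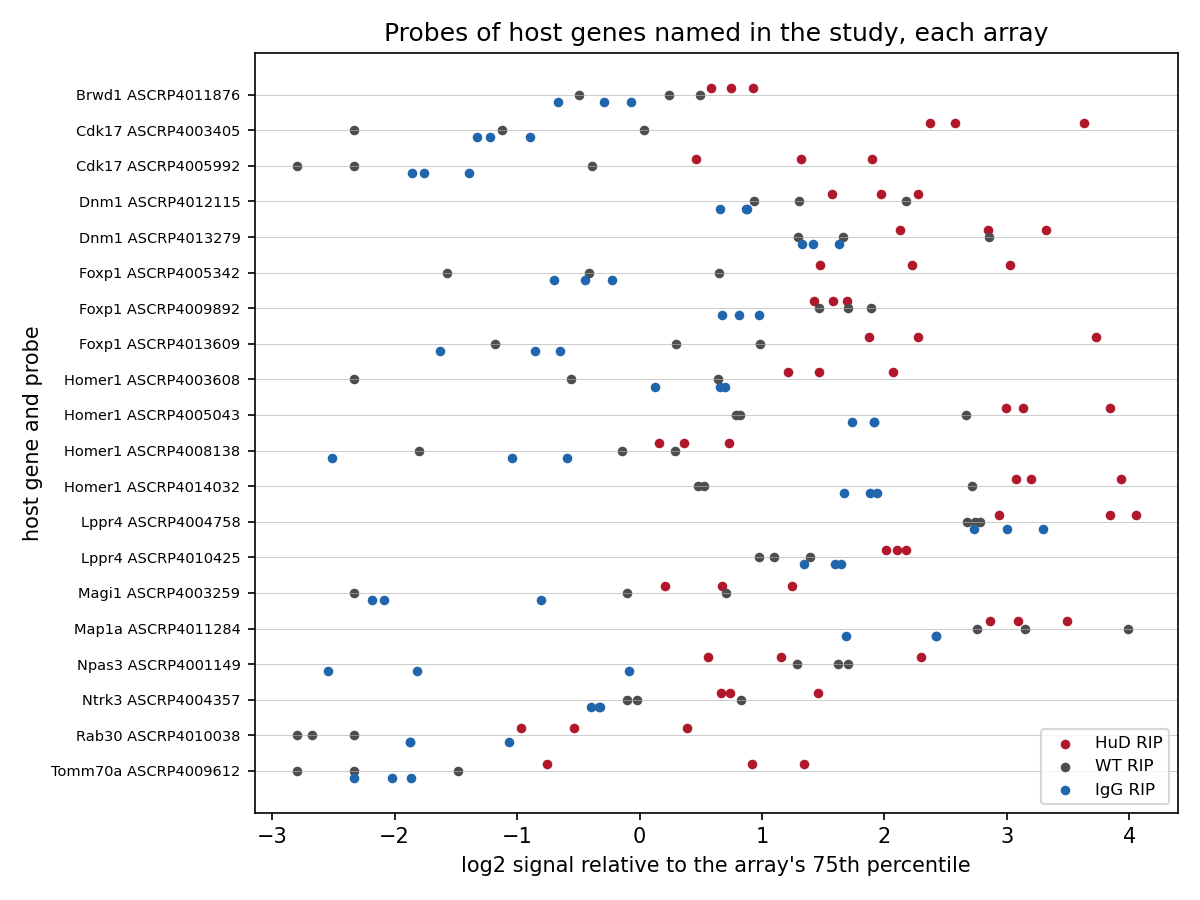
Log2 signal relative to the array's 75th percentile (horizontal axis) for named probes of the listed host genes (vertical axis), with 1 point per array and 1 of the 21 probes not shown. Values of dim control arrays lie near the floor of the scanner's signal, and fitted fold changes reach 4.0 against WT RIP at Cdk17 probe ASCRP4003405.

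The authors' deposited table for HuD RIP against IgG RIP, as analysed here, lists 668 probes with 499 gene symbols, all higher in HuD RIP, and that for HuD RIP against WT RIP lists 510 probes with 395 symbols. The authors' deposited tables share 441 probes, and 737 probes stand in either. In the authors' deposited table, the false discovery rates of these probes ran from 0.0472 to 0.154 against IgG RIP and from 0.112 to 0.212 against WT RIP, so that 1 probe and 0 probes, respectively, were under 0.05. By circRNA class, the authors' deposited tables give 644 exonic, 68 sense-overlapping, 20 intronic and 5 antisense circRNAs. In the limma comparison, 571 of the 668 probes and 471 of the 510 were higher at an adjusted p under 0.05, and each of the 668 and the 510 had a log2 fold change above 0. The median log2 fold change over the same probes was 2.26 and 2.55 here, and 1.06 and 1.07 in the authors' deposited tables.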

Values the study reported

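The study reported 670 circRNAs as interacting with HuD, at a fold change over 1.5 and p under 0.05, and these came from 500 genes.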

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

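The tests of these probes against scaling, array brightness and slide row were chosen after the result was seen. Of the 679 probes higher in HuD RIP than in both controls, 675 were circRNA probes and 4 were not. The Actb probe A_51_P173760 (5.33 in log2 against WT RIP) and the Lhfp probe A_51_P505868 (2.15) detect linear transcripts, and the custom probes CUST_10_PI419532418 (3.08) and CUST_9_PI419532418 (3.60) have no gene name here. The background-corrected signal of the Actb probe was 881, 89.1 and 288 on the HuD RIP arrays and 6.16, 1.02 and 2.49 on the WT RIP arrays.

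For Actb, the lowest log2 fold change against WT RIP over the other scalings was 2.97, and it was 4.26 with array brightness as a covariate, each past the adjusted threshold against both controls. For CUST_9_PI419532418 the same values were 2.82 and 3.82, also past it. These argue against scaling and brightness as the whole cause for these probes. For Lhfp A_51_P505868 the lowest value over scalings was 0.49 and for CUST_10_PI419532418 it was 1.58, both past the threshold, which argues against scaling. With the slide row as a block, log2 fold changes against IgG RIP were 5.53 for Actb and 2.33 for Lhfp. They were 2.39 for CUST_10_PI419532418 and 3.54 for CUST_9_PI419532418. All came from HuD RIP replicates 2 and 3 and were past the threshold, which argues against the row as the whole cause of that difference. For Actb and Lhfp this covers the direction only, since no IgG RIP array was well above background and the fitted values are no measured sizes. Without the block their bounds against IgG RIP were at least 14.0-fold and at least 1.28-fold. Against WT RIP the log2 fold changes with the row were 5.89, 1.59, 2.61 and 3.17 in the same order of probes. These rest on HuD RIP replicate 1 alone, so the row stays open there. With brightness as a covariate, Lhfp had 2.30 (adjusted p = 0.0529 against WT RIP and 0.126 against IgG RIP) and CUST_10_PI419532418 had 2.83 (adjusted p = 0.0866 and 0.39), so brightness stays open for both. Over their alternatives, the highest adjusted p against either control was 0.162 for Actb, 0.169 for Lhfp, 0.39 for CUST_10_PI419532418 and 0.162 for CUST_9_PI419532418.

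Linear RNA left by the RNase R digestion in all HuD RIP samples alike would raise linear probes together. Of 21 tested linear probes, 2 (9.52%) were higher than both controls, against 675 of 6824 circRNA probes (9.89%, two-sided Fisher exact p = 1), and the median log2 fold change of the linear probes was -0.98 against WT RIP and -1.24 against IgG RIP. This argues against an even carry-over. Selective survival of single linear transcripts, and binding of these RNAs by HuD in the overexpressing mice, stay open and were not tested.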

How the results depend on the processing

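Chosen after the data were seen were the percentile over probes well above background on all 9 arrays, both uses of uncorrected quantile-normalized signals, the brightness covariate, the slide row and the circRNA-only fit, while the other alternatives were fixed before. The cause of a shift was not tested unless given. Counts below are probes higher and lower against WT RIP, where 850 and 754 were called, and against IgG RIP, where 974 and 1477 were.

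Against WT RIP the lower count was 167 under quantile normalization, 121 under cyclic loess, 1411 under median centring, 1329 with an intensity trend, 473 without a filter, and 0 without scaling by limma (1 over 1.5-fold lower at an unadjusted p under 0.05). Normexp gave 161 higher and 3 lower, only the 2 groups compared 486 and 22, only probes well above background on all 9 arrays 87 and 1447, and the slide as a block left 99 lower. The methods' t-test gave 0 and 0, against 785 over 1.5-fold higher and 940 lower without adjustment. Against IgG RIP the lower count was 961 under quantile normalization, 491 under cyclic loess and 4547 without a filter. It was 8 without scaling, with 4860 higher. Normexp gave 255 higher and 21 lower, the slide as a block 449 and 159, the methods' t-test 273 and 137, and probes well above background on all 9 arrays 94 higher.

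Of the alternatives added later, the percentile over probes well above background on all 9 arrays gave 34 lower against WT RIP and 1509 and 363 against IgG RIP. The brightness covariate gave 249 and 44, and 187 and 67. The slide row gave 2157 lower against WT RIP, where HuD RIP replicate 1 stood alone, and 598 and 521 against IgG RIP, as without that array. The methods' t-test on uncorrected quantile-normalized signals gave 1 and 0, and 0 and 0, against 424 and 557 over 1.5-fold higher without adjustment. The median log2 fold change of all tested probes, -0.36 against WT RIP and -0.29 against IgG RIP, was 1.13 and 1.93 without scaling, -0.03 and 0.02 under cyclic loess, and 0.35 and 0.52 with the percentile over probes well above background on all 9 arrays.

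Over 1.5-fold higher probes at an unadjusted p under 0.05 numbered 1239 and 1302. They were 2673 and 5294 without scaling, 500 and 626 with normexp, 100 and 118 among probes well above background on all 9 arrays, 649 and 755 on uncorrected quantile-normalized signals, and 424 and 557 by the methods' t-test on those. The methods' t-test on the same values gave 785 against WT RIP, the percentile over probes well above background on all 9 arrays 2195 and the brightness covariate 816 against IgG RIP.

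Probes higher than both controls (679) were 1266 without scaling, with 646 of the 679 among them, 157 with normexp (135 of them), 67 among probes well above background on all 9 arrays (42), 376 with the slide as a block (375), 434 with the slide row (424), 112 with the brightness covariate (49), and 0 by the methods' t-test on either signals. Quantile normalization kept 538, cyclic loess 511 and median centring 653 of the 679. In WT RIP against IgG RIP, limma called 0 probes higher under every alternative run and 1 lower, where 393 passed an unadjusted p under 0.05. The lower count was 0 under cyclic loess, no scaling, normexp, probes well above background on all 9 arrays, the slide block, the slide row, uncorrected quantile-normalized signals, and the methods' t-test on either signals.

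Leaving out 1 array at a time gave 359 to 1222 higher and 17 to 2141 lower probes against WT RIP, 399 to 1270 higher and 159 to 2206 lower against IgG RIP, 990 to 1513 and 1054 to 1504 over 1.5-fold higher, 268 to 973 higher than both, and 0 to 2 lower in WT RIP than in IgG RIP. The lowest counts came without HuD RIP replicate 3, except the 159 without IgG RIP replicate 3 and the 0, which came without any 1 of the IgG RIP arrays or WT RIP replicate 3. The highest came without HuD RIP replicate 2, except the 1222, the 1513 and the 2 without WT RIP replicate 1. For the listed probes the ranges were 6 to 12 and 7 to 16 over all tested probes, and 10 to 12 and 9 to 18 adjusted over the list alone.

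Listed probes higher against WT RIP (10, and 11 adjusted over the list alone) and against IgG RIP (16 and 16) changed as follows. Without scaling, 19 were called against WT RIP adjusted over the list alone. Normexp gave 1 and 4 over all tested probes. Probes well above background on all 9 arrays gave 4 and 6, and 3 and 6 over the list alone. The slide as a block and the slide row each gave 7 against IgG RIP. The brightness covariate gave 1 and 0, and 2 and 0 over the list alone. The methods' t-test gave 0 and 4, and 4 against WT RIP over the list alone, and on uncorrected signals 0 and 0, and 1.

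Of single probes, Foxp1, Map1a and Npas3 lay near 0 against WT RIP and reversed there. Foxp1 ASCRP4009892 (-0.12) was 0.12 under quantile normalization, 0.60 under cyclic loess, 1.38 without scaling, 0.27 with normexp, 0.59 with the percentile over probes well above background on all 9 arrays and 0.042 on uncorrected signals with either test. Map1a ASCRP4011284 (-0.15) was 0.30, 0.84, 1.34, 0.52, 0.56 and 0.18 in the same order, and ran from -0.42 to 0.19 when 1 array was left out, the latter without WT RIP replicate 1. Npas3 ASCRP4001149 (-0.20) was 0.26 under cyclic loess, 1.30 without scaling, 0.22 with normexp, 0.51 with that percentile, 0.019 on uncorrected signals with either test, 0.48 with the brightness covariate, and from -0.68 to 0.19 when 1 array was left out, the latter without HuD RIP replicate 3. The brightness covariate also reversed Dnm1 ASCRP4012115 (0.47 to -0.060), Dnm1 ASCRP4013279 (0.82 to -0.19) and Magi1 ASCRP4003259 (1.28 to -0.38) against WT RIP, and Dnm1 ASCRP4013279 (1.30 to -0.19), Homer1 ASCRP4003608 (1.09 to -1.03), ASCRP4005043 (1.47 to -0.17) and ASCRP4014032 (1.57 to -0.28), Lppr4 ASCRP4004758 (0.60 to -0.10) and Magi1 ASCRP4003259 (2.40 to -0.063) against IgG RIP.

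Array brightness differed by 0.58, 0.80 and 0.22 in the uncorrected signal for HuD RIP against WT RIP, HuD RIP against IgG RIP and WT RIP against IgG RIP, and HuD RIP against IgG RIP by 1.41 over probes well above background on all 9 arrays. Leaving out 1 array gave 0.96 to 1.94, 1.68 to 2.67 and 0.42 to 0.99, and for the share well above background 15.8 to 30.9, 26.4 to 41.5 and 5.27 to 14.9 percentage points.

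The replicate block gave 1657 lower probes against WT RIP and 908 higher than both. Deviations of same-numbered arrays correlated at 0.65, 0.56 and -0.099 for HuD RIP and WT RIP, and at most 0.099 in the other comparisons, so not every pair was over 0.1 and the numbers were not taken to pair the samples. Signal over background limits the sizes, since 542 of the 679 probes were below it on every IgG RIP array. The authors' normalized values cover only called probes and were not run for counts, and the alternatives for circRNA class and T content were not run, as those tests were void.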

Other observations

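The tests of slide, row, brightness, scaling and of the lower calls were chosen after the result was seen, while those of other splits and of the authors' fold changes were set before, as were the slide block and most scalings as settings. Among the splits of the 6 arrays of each comparison into 3 and 3, the real split was the only 1 of 10 with counts as large for the adjusted counts of all 3 comparisons, for the listed host genes against either control and for the over 1.5-fold higher count against IgG RIP. For the over 1.5-fold higher count against WT RIP (1239), 2 of 10 splits gave as many in either direction. The other one set HuD RIP replicates 1 and 3 and WT RIP replicate 1 against the rest, with 1207 probes higher and 1609 lower. These are the 3 brightest of the 6 arrays, although the dimmest of them (3.51) and the brightest of the rest (3.49) hardly differ. With array brightness as a covariate the count against WT RIP was 884. The share is never under 0.1 in this design, so these splits cannot exclude chance. Of the 100 simulations of unchanged groups, 3 gave 1239 or more probes higher against WT RIP and 2 gave 1302 or more against IgG RIP at an unadjusted p under 0.05. For probes higher than both controls, 1 of 100 splits of the 9 arrays, the real one, gave 679 or more. The real split was included on purpose and the others were drawn from 840 in all. This argues against chance for that count but does not exclude it, since most splits were not run. Another drawn split reached 631 and keeps the HuD RIP arrays together while mixing the controls, and the other 98 gave 0.

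Calls lower in HuD RIP may come from scaling arrays of different brightness. Of the probes called lower than in IgG RIP, 97.0% had a higher mean in HuD RIP before scaling, but so did 99.3% of all tested probes, so the share decides nothing and both scaling and a relative depletion stay open. Of those called lower than in WT RIP, 58.5% had a higher mean before scaling, against 94.0% of all tested probes, which leaves both readings open. Among the tested probes were 2 that the array labels as negative. In HuD RIP, 2 of these were called lower than in IgG RIP (-1.75 and -1.39 in log2, adjusted p = 0.0212 and 0.041). Against WT RIP 1 was called lower (-1.58, adjusted p = 0.0446). This goes with scaling for these probes, but they are too few to decide for the other lower calls. No biological explanation was tested for the lower calls.

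The 679 probes higher than both controls were set against slide, row and brightness. With the slide as a block 375 were still called and with array brightness as a covariate 49, which argues against these as the whole cause for those probes. With the slide row as a block 424 were still called. This argues against the row for their difference from IgG RIP, where HuD RIP replicates 2 and 3 share the row of the control, but the value against WT RIP rests on HuD RIP replicate 1 alone, so the row stays open for that difference. With the row 255 and with brightness 630 were no longer called, and for them these explanations cannot be told apart from recovery with HuD, because the HuD RIP arrays are brighter on average, row 1 holds every WT RIP array and each added term costs degrees of freedom. The slide block, which in effect leaves out IgG RIP replicate 3, lost the call of 304. All HuD RIP and WT RIP arrays lie on slide 1, so fold changes against WT RIP are the same with the block by construction. Of the 304, 165 were still called against WT RIP and 139 were not, with a median of 1.73 in log2 for the latter between arrays of that slide. Against IgG RIP 268 were no longer called, with a median of 1.72 with the block. Over the 304 the median against IgG RIP was 1.76 with and without the block, the lowest value with it was 0.97, and the quartiles of the change were -0.12 and 0.10. Of the 679 probes, 542 were well above background on no IgG RIP array and 239 on no WT RIP array. How many of those are among the 304 was not counted, and for them the values are fitted and no measured sizes. The differences of the 304 lie between arrays of 1 slide, which argues against slide as the whole cause of their direction.

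Fold changes in the authors' deposited tables were smaller than here, with medians of 1.07 against WT RIP and 1.06 against IgG RIP in log2. A candidate explanation is background left in the signals. For the same probes, quantile normalization of uncorrected signals gave 0.91 against WT RIP and 0.90 against IgG RIP, and of corrected signals 2.72 and 2.65. Normexp background correction gave 0.73 and 0.70, but it adds an offset of 50 to every signal. That offset is above the 75th percentile of the background-corrected signal on every array (at most 44.1), so it also shrinks fold changes. Normexp therefore does not speak against the explanation. The authors' raw intensities equal the uncorrected signal, but how they were normalized is not stated, so the explanation stays open. The control was not well above background for 132 of the 510 and 448 of the 668 probes, for which the fitted value is no measured size.

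The counts of probes over 1.5-fold higher in HuD RIP at an unadjusted p under 0.05 here were 1239 against WT RIP and 1302 against IgG RIP. Both are higher than the value quoted from the study above, although they come from limma and not from the methods' t-test. On the same values the methods' t-test gave 785 and 1154, also higher. The study's figure shows its bound circRNAs as HuD RIP against WT controls. Yet the quoted value is nearest to the authors' deposited table against IgG RIP, with 668 probes and 499 gene symbols. Which comparison it counts therefore stays open. The direction depends on the processing. Normexp gave 500 and 626 and the methods' t-test on quantile-normalized uncorrected signals 424 and 557, which are lower than that value. Limma on quantile-normalized uncorrected signals gave 649 against WT RIP, also lower, and 755 against IgG RIP, which is higher. The authors' deposited table against WT RIP lists 510 probes, and 649 is higher than that.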
